A study of Danio rerio with 8 samples. Its data were reported in "Pioneer and repressive functions of p63 during zebrafish embryonic ectoderm specification" (2019).

How the data were processed

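Chromatin accessibility was measured by ATAC-seq in whole zebrafish embryos. ATAC-seq uses the Tn5 transposase, which inserts sequencing adapters preferentially into open chromatin, so that reads pile up at accessible regions. The 8 libraries fell into 4 groups of 2 replicates per the labels: wild type (WT) and *tp63* mutant embryos, each at 8 somites and at 36 hours post fertilization (hpf). The *tp63* gene encodes the transcription factor p63. Libraries at 36 hpf came from small pools of embryos, and those at 8 somites came from single embryos of heterozygous parents, genotyped after tagmentation. The mutation is a small deletion that peak lists cannot show, so the genotype labels could not be checked from these data. The study used 2 sequencing instruments without stating which library ran on which, so an effect of the instrument could not be separated from genotype or stage.

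The authors aligned the reads to the GRCz10 (danRer10) assembly, discarded read pairs with distant mates, placed each Tn5 cut with the usual strand offset and widened it by a few bases. Peaks were then kept by the irreproducible discovery rate (IDR), which compares the ranks of peaks between replicates. The aligner and the peak caller behind the ATAC-seq peaks were not stated in the methods. The result was 1 deposited list per group, built from both replicates, and no value per replicate was analysed here. In each deposited list, every peak had a start, an end and a summit, and the authors' own values per peak: a fold enrichment (a linear ratio to background), a −log10 p-value, a −log10 q-value, the −log10 of the local and the global IDR, and an IDR score. The deposited score was a rescaled global IDR limited to a maximum, and many peaks shared it. Every listed peak had a global IDR of at most 0.1. Because IDR removes peaks that rank differently between the 2 replicates, a list depends on the weaker replicate of its group, and a peak can be missing from a list while its signal lies just under the threshold. The authors' values were used only to rank, describe or filter peaks within a list. The read depth of each library is unknown from peak lists.

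Within each list, peaks were ranked by the deposited −log10 p-value, with ties broken by fold enrichment. This ranking was chosen after the IDR score was seen to be tied. A peak was counted as shared when it overlapped a peak of the other list by at least 1 bp. For each pair of lists, the share of peaks without a counterpart was computed in both directions. The opposite direction (mutant peaks without a WT peak) served for comparison. It would give the background of thresholds alone only if the loss of p63 opened no regions. Shares have Wilson 95% intervals and percentile intervals from a bootstrap over windows of 1 Mb (1000 resamples). Both intervals cover counting error and clustering along the genome only. They do not cover the variation between embryos, since each group had 1 list. For the same reason there was no test between genotypes. WT peaks at 36 hpf were divided by the presence of a WT peak at 8 somites, and a Mantel-Haenszel odds ratio over 10 rank deciles compared the shares of both classes that were absent in the mutant. The 4 lists were also merged into a union of regions, and the presence of each list was recorded in each region. A genotype cross-product was formed from the regions with a peak in exactly 2 lists. It was the number found in both WT lists times the number found in both mutant lists, divided by the product of the numbers for the crossed pairs (WT of one stage with the mutant of the other). A value of 1 means that the product for the pairs of the same genotype equalled that for the crossed pairs. It does not compare the summed counts, which also depend on list length. The stage cross-product was formed in the same manner from the regions shared by both genotypes at one stage only.

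The union, the cross-products and the analyses of the strongest peaks were added after the lists had been examined. The other shares and their alternatives were fixed before the data were examined. Alternatives were an overlap of at least 50% of both peaks, a summit within 500 bp of a peak of the other list, the same number of top-ranked peaks from every list (76556, the size of the smallest), the stronger part of each list above its median rank, an IDR of at most 0.05 or 0.01, merging of overlapping peaks, and assembled chromosomes only. Ranking by fold enrichment was added later. Peaks named in the text follow a rule fixed in advance: for each stage and direction, the 3 highest-ranked peaks on assembled chromosomes with no peak of the other genotype within 1 kb. Regions named outside this rule are said to be so.

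Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The overlap counts were checked against bedtools 2.31.1 on simulated and deposited peaks and were identical. The cross-product was tested on simulated data, with 200000 regions of random strength, noise per list, an effect of stage and the deposited list sizes or equal sizes, in 5 runs per setting. Genotype-dependent regions were drawn from the stronger regions and removed completely from both mutant lists. A partial decrease was not simulated. With lists of equal size, the mean cross-product was 0.972 with no genotype-dependent region, 1.08 with 500 of them and 1.67 with 2000. The excess of regions that differed by genotype in one direction at both stages averaged -48 with no such region under equal list sizes, but 934 under the deposited list sizes, so that excess is given only for lists of equal size. Motif content, assignment of peaks to genes, the epidermal and neural gene lists, and the peaks around *tp63*, *col18a1a*, *lama5*, *sox3* and *cldn5a* were planned but not analysed here, because no genome or annotation of the GRCz10 build was used here. Coordinates are 1-based positions of GRCz10.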

Results

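Accessible regions were compared between WT embryos and embryos lacking p63 at 8 somites and at 36 hpf. The data were 4 lists of ATAC-seq peaks, 1 per genotype and stage, each made from 2 replicates. Read depth per library is unknown from peak lists, and without values per replicate no difference below could be set against the spread between embryos. Every comparison therefore describes these 4 lists, and the intervals (95%, Wilson unless stated) cover counting error only.

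The WT list at 8 somites held 96625 peaks with a median width of 325 bp, covering 34.4 Mb. The mutant list of the same stage held 79893 peaks with a median width of 316 bp, covering 27.5 Mb. At 36 hpf, the WT list held 84703 peaks (median width 320 bp, 29.8 Mb covered) and the mutant list held 76556 peaks (median width 345 bp, 29.0 Mb covered). WT lists were thus longer than mutant lists, by a factor of 1.21 at 8 somites and of 1.11 at 36 hpf. In covered length the factor was 1.25 at 8 somites and 1.03 at 36 hpf, where mutant peaks were wider. At a global IDR of at most 0.01, the alternative that moved these counts most, 56178 WT and 44785 mutant peaks remained at 8 somites, and 53860 WT and 48270 mutant peaks at 36 hpf. The authors' median fold enrichment per peak was 7.84 and 7.33 in the WT and mutant lists at 8 somites, and 6.12 and 6.49 in those at 36 hpf. Between 97.7% and 98.0% of the peaks of each list lay on assembled chromosomes. No list had peaks that overlapped each other.

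To ask whether the loss of p63 removed open chromatin, WT peaks without an overlapping mutant peak were counted. Mutant peaks without a WT peak were counted for comparison, and they may include regions that open without p63. At 8 somites, 32119 WT peaks had no mutant counterpart, 33.2% of the list (32.9 to 33.5%, and 32.8 to 33.6% by bootstrap over 1 Mb windows). In the opposite direction, 15128 mutant peaks had no WT counterpart, or 18.9% (18.7 to 19.2%). At 36 hpf, 23805 WT peaks had no mutant counterpart, or 28.1% (27.8 to 28.4%), and 16200 mutant peaks had no WT counterpart, or 21.2% (20.9 to 21.5%). The largest change came from counting only the peaks above the median rank against the whole other list, which lowered the WT share at 8 somites to 8.65%. With 76556 top-ranked peaks from every list, 23.5% of WT and 23.2% of mutant peaks lacked a counterpart at 8 somites, and 23.5% of WT and 23.7% of mutant peaks did at 36 hpf. Lists of equal size leave nearly equal numbers unmatched by construction, so the total number of unmatched peaks carried no difference between genotypes beyond the difference in list length.

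Loss of a counterpart depended on the rank of the peak. Among WT-only peaks at 8 somites, 87.0% ranked below the median of their list, and among mutant-only peaks 91.6% did. At 36 hpf the same shares were 89.0% and 93.7%. From the strongest to the weakest rank decile, the share without a counterpart rose from 0.30% to 78.0% in the WT list at 8 somites and from 0.25% to 55.1% in the mutant list. At 36 hpf it rose from 0.35% to 71.5% in the WT list and from 0.10% to 66.1% in the mutant list. WT-only peaks at 8 somites were narrower than shared ones (median width 283 against 348 bp) and had a lower median fold enrichment (6.48 against 8.89).

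**Figure D1:**
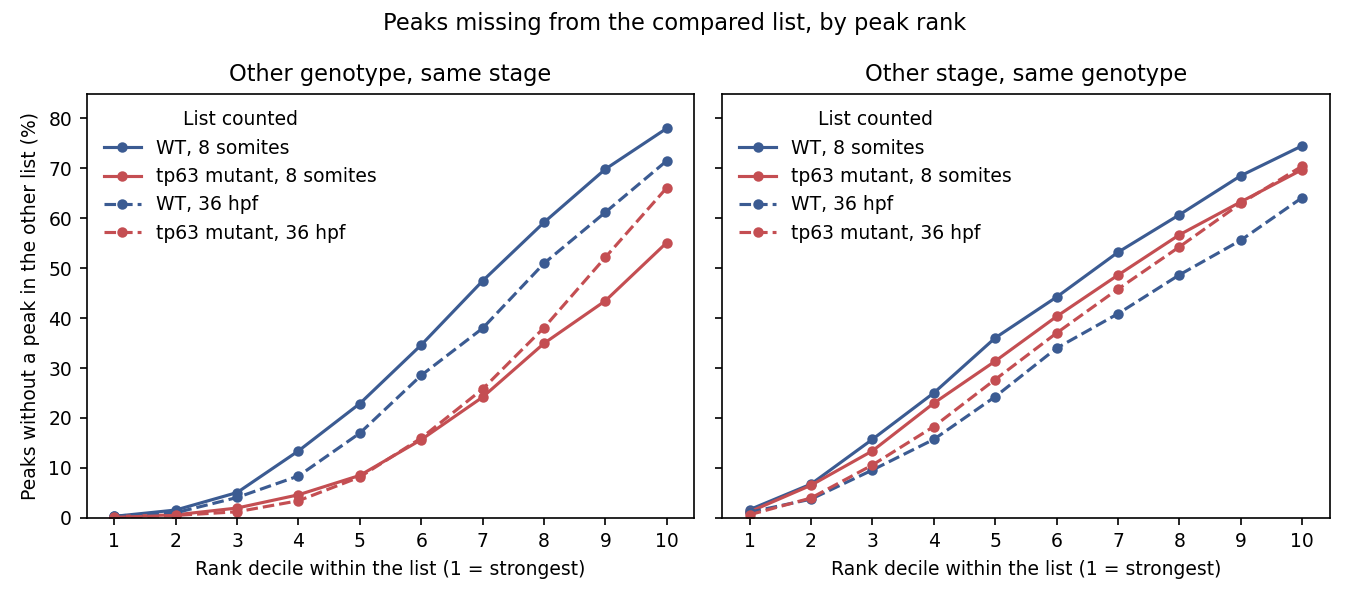
Share of peaks without a counterpart (percent, vertical axis) in each rank decile of the list counted (horizontal axis, 1 is the strongest), against the other genotype at the same stage (left) and the other stage of the same genotype (right). Points are single lists without replicate error, and in every line the share rises from under 2% in the strongest decile to over 55% in the weakest.

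The unmatched peaks were spread over the genome. Over the 25 assembled chromosomes, the share of WT peaks without a mutant peak at 8 somites ranged from 30.1% (chromosome 3) to 37.8% (chromosome 15), and at 36 hpf from 25.8% (chromosome 25) to 30.5% (chromosome 4). The share of mutant peaks without a WT peak ranged from 17.1% (chromosome 7) to 20.9% (chromosome 3) at 8 somites, and from 18.4% (chromosome 22) to 25.6% (chromosome 4) at 36 hpf. At 8 somites and at 36 hpf, the lowest chromosome of the WT direction was above the highest of the mutant direction, in the lists as deposited, which differ in length.

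Differences between stages set a scale for the differences between genotypes. The input also differed with stage, with single embryos at 8 somites and small pools at 36 hpf. The stage shares therefore include any effect of the input. In WT, 37330 peaks of 8 somites had no peak at 36 hpf, or 38.6% (38.3 to 38.9%), and 25214 peaks of 36 hpf had none at 8 somites, or 29.8% (29.5 to 30.1%). In the mutant, the shares were 35.4% (28295 peaks, 35.1 to 35.7%) and 33.2% (25394 peaks, 32.8 to 33.5%). With equal numbers of top-ranked peaks, the stage shares lay between 32.3% and 34.1%, against 23.2 to 23.7% between genotypes. Stage changes also reached further up the ranks: in the second decile, 6.76% of the WT peaks of 8 somites had no WT peak at 36 hpf, and 1.56% had no mutant peak at 8 somites.

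The study proposed that p63 opens a set of closed regions during development. From the ATAC-seq signal of the same stages and genotypes, it reported lower accessibility in the mutant at these regions. It described the decrease as larger at 8 somites than at 36 hpf. Among its groups of sites, it saw a decrease only in these and in a smaller, similar group. The regions of that proposal gained accessibility over an interval that includes 8 somites, so many of them can already be open in WT at that stage, and the split used here does not test the proposal. It compared WT peaks at 36 hpf that appeared after 8 somites with those already present. Of the 25214 WT peaks at 36 hpf without a WT peak at 8 somites, 13870 had no mutant peak at 36 hpf, or 55.0% (54.4 to 55.6%). Of the 59489 WT peaks already present at 8 somites, 16.7% (16.4 to 17%) had none. With peaks compared within rank deciles, the odds ratio was 2.37 (2.28 to 2.46). The share among late-opening peaks changed most when only peaks above the median rank were counted against the whole of the other lists, to 21%. In the opposite direction, 41.3% (40.7 to 41.9%) of the mutant peaks that opened after 8 somites had no WT peak at 36 hpf, against 11.2% (10.9 to 11.4%) of those already open, with an odds ratio of 1.83 (1.75 to 1.91). With equal list sizes, the odds ratios were 2.30 (2.21 to 2.40) and 1.84 (1.76 to 1.92). Peaks of 8 somites that were gone by 36 hpf also lacked a counterpart in the other genotype more often than those that stayed. Their odds ratio was 2.21 (2.14 to 2.29) in the WT list and 2.76 (2.64 to 2.88) in the mutant list, so at this stage the higher value belonged to the mutant direction. In the strongest decile of the WT list at 36 hpf, 24 of 95 late-opening peaks were absent in the mutant (25.3%), against 6 of 8375 peaks already open (0.0716%). Of these 24 peaks, 6 lay on unplaced scaffolds or on chromosome 4 beyond 30 Mb. In the strongest decile of the mutant list, 0 of 47 late-opening peaks were absent in WT.

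**Figure D2:**
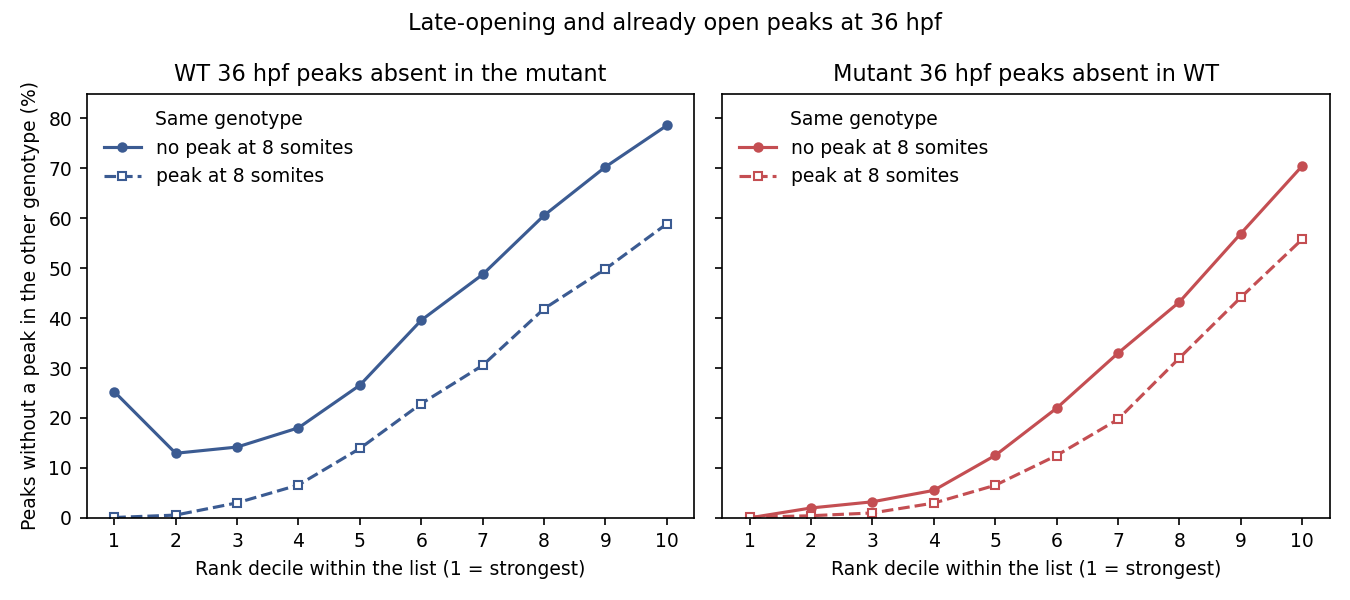
Share of 36 hpf peaks without a peak in the other genotype (percent, vertical axis) by rank decile of their list (horizontal axis, 1 is the strongest), for the WT list (left) and the mutant list (right). Filled circles are peaks with no peak at 8 somites in the same genotype and open squares are peaks with one; the circles lie above the squares in every decile but the strongest of the mutant list, where 0 of 47 late-opening peaks were absent.

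Merging the 4 lists gave 137841 regions, of which 42089 (30.5%) had a peak in all 4 lists and 47299 (34.3%) in 1 list only. Among regions with a peak in exactly 2 lists, 11382 were shared by both genotypes at 8 somites only and 8005 by both genotypes at 36 hpf only. There were 3863 regions found in both WT lists and neither mutant list, and 1215 found in both mutant lists and neither WT list. The crossed pairs held 2672 regions (WT at 8 somites and mutant at 36 hpf) and 1792 regions (mutant at 8 somites and WT at 36 hpf). The stage cross-product was 19.03 (17.8 to 20.3), and the genotype cross-product was 0.98 (0.898 to 1.07), which includes 1. With equal list sizes, both WT lists shared 2016 regions, both mutant lists 1778, and the crossed pairs 1915 and 1801, for a genotype cross-product of 1.04 (0.949 to 1.14). The genotype value moved with the ranking measure and with the number of peaks kept. With the same equal list sizes ranked by fold enrichment it was 1.35 (1.24 to 1.47), above 1. With the 40000 top-ranked peaks of every list it was 0.850 (0.728 to 0.993) by −log10 p-value, below 1. By fold enrichment it was 0.928 (0.809 to 1.07), an interval that includes 1. No simulation was run with 40000 peaks per list, so the value without a genotype effect is not known there. The stage cross-product was at least 19.03 under every alternative tried, and it includes any effect of the input, which differed with stage.

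**Figure D3:**
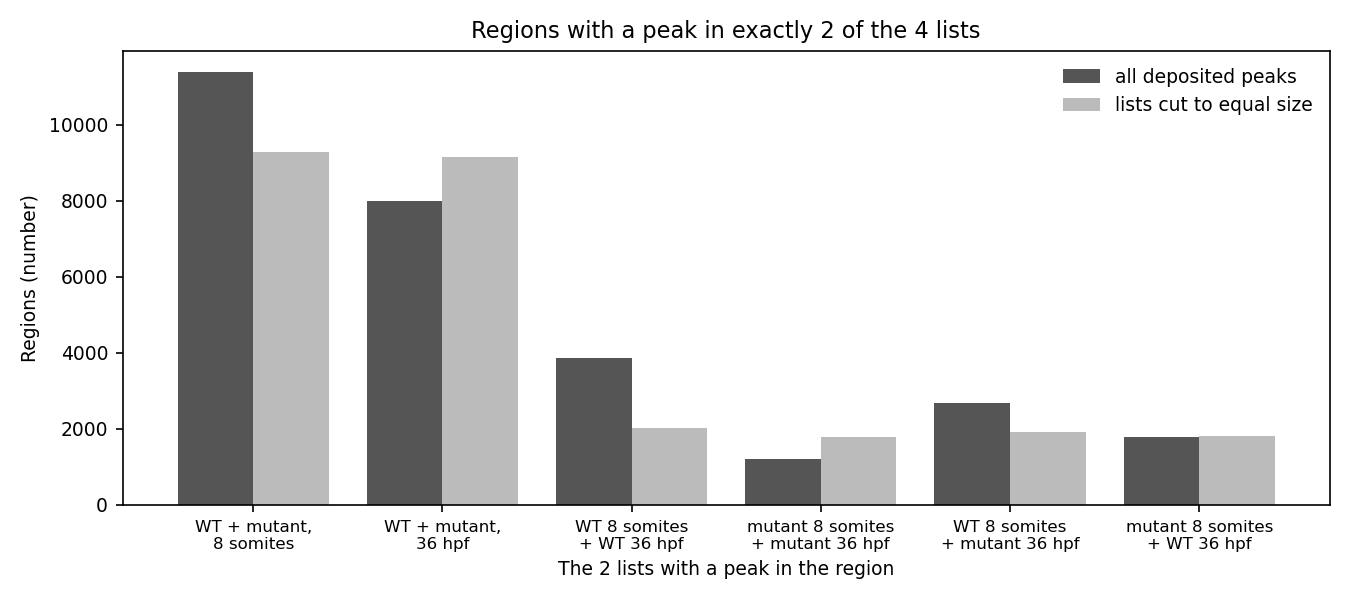
Number of merged regions (vertical axis) with a peak in exactly 2 of the 4 lists, for each pair of lists (horizontal axis), from all deposited peaks (dark bars) and from 76556 top-ranked peaks of every list (light bars). Pairs of the same stage hold 8005 to 11382 regions, and pairs of the same genotype hold 1215 to 3863, next to 1792 and 2672 for the crossed pairs.

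The highest-ranked peaks without any peak of the other genotype within 1 kb were listed for each stage and direction. On assembled chromosomes there were 27416 such WT peaks and 12341 such mutant peaks at 8 somites, and 20290 WT and 13089 mutant peaks at 36 hpf. In the WT list at 8 somites, the 3 strongest lay at chr14:19802751-19803223 (fold enrichment 10.5, rank 1523), chr5:7616844-7617217 (fold enrichment 14.7, rank 2104) and chr3:58104791-58105333 (fold enrichment 16.5, rank 2652). All 3 had a mutant peak at 36 hpf. In the mutant list at 8 somites, they lay at chr13:47050517-47050864 (fold enrichment 18.1, rank 343), chr5:52581385-52581736 (fold enrichment 20.3, rank 980) and chr13:44057132-44057482 (fold enrichment 17.5, rank 1405). Of these, the region on chromosome 5 had a mutant peak and no WT peak at 36 hpf as well. In the WT list at 36 hpf, they lay at chr3:60196493-60196862 (fold enrichment 13.6, rank 799), chr3:60111429-60111745 (fold enrichment 13.2, rank 1044) and chr6:11130009-11130236 (fold enrichment 13.7, rank 2237). Neither region on chromosome 3 had a peak in any other list. In the mutant list at 36 hpf, they lay at chr17:50395599-50395888 (fold enrichment 15.2, rank 2697), chr4:76363004-76363285 (fold enrichment 15.3, rank 3531) and chr12:47650616-47650851 (fold enrichment 14.9, rank 4163). The region on chromosome 17 had a mutant peak and no WT peak at 8 somites, and the other two had a WT peak at 8 somites. All 12 peaks had a −log10 IDR at the maximum of 5. What the GRCz10 annotation places at these positions was not analysed here.

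The strongest peaks of each list were compared separately, a comparison added after the lists had been examined. Each list's 20000 strongest peaks were set against the 76556 top-ranked peaks of the other genotype, which is the whole mutant list at 36 hpf, so absence still depended on the threshold of that list. At 8 somites, 200 strong WT peaks (1.00%, 0.871 to 1.15%) and 136 strong mutant peaks (0.68%, 0.575 to 0.804%) had no counterpart, a ratio of 1.47 (1.18 to 1.83). At 36 hpf, 192 strong WT peaks (0.96%, 0.834 to 1.10%) and 90 strong mutant peaks (0.45%, 0.366 to 0.553%) had none, a ratio of 2.13 (1.66 to 2.74). Ranking by fold enrichment raised the counts most among the settings that kept 20000 peaks, to 2.89% of WT and 1.49% of mutant peaks at 8 somites. Among the 10000 strongest peaks, the ratio at 8 somites was 1.07 (0.640 to 1.79), so a difference at that stage was not detectable there, and at 36 hpf it was 2.2 (1.19 to 4.05). Of the 33 WT peaks behind the value at 36 hpf, 24 had no peak of any other list within 1 kb, against 0 of the 15 mutant peaks. Without such peaks the WT number would not be the higher one.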

Values the study reported

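The study reported 22,583 peaks that p63 bound at 80% of epiboly, at 24 hpf or at both. It grouped them by p63 binding and chromatin accessibility at each stage. It placed 1,284 of them in a group that p63 bound at both stages and that gained accessibility between them.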

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

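The alternatives named here were set before the data were examined, except the ranking by fold enrichment, the union of regions and the strong-peak settings, which were chosen after seeing the data. Of 143 alternative values, 46 stayed within the counting interval (or within 1.5 times, for counts) of the reported value and 97 did not. These intervals are narrow because the lists are long, and shifts of a few percentage points exceed them. In every setting tried with lists of unequal size, more WT than mutant peaks lacked a counterpart at both stages. Merging overlapping peaks changed nothing, as no peaks of a list overlapped, so that setting says nothing about stability. Its values are nevertheless counted among the 46. With assembled chromosomes only, the 8 shares between pairs of lists, the late-opening share and both cross-products stayed within the interval. The shares of strong peaks were not recomputed under that setting.

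Shares are given in the order WT at 8 somites without mutant, mutant at 8 somites without WT, WT at 36 hpf without mutant, mutant at 36 hpf without WT, then WT at 8 somites without WT at 36 hpf, WT at 36 hpf without WT at 8 somites, mutant at 8 somites without mutant at 36 hpf, mutant at 36 hpf without mutant at 8 somites, and last the late-opening WT peaks absent in the mutant. An overlap of 50% of both peaks gave 35.2, 21.6, 31.7, 24.5, 41.7, 33.5, 39.3, 36.7 and 57.9%. The shares between pairs of lists are higher by construction. The late-opening share is not, since the rule also changes which peaks count as late-opening. Summits within 500 bp gave 31.1, 17.3, 26.0, 18.9, 36.6, 26.9, 33.6 and 30.1%, and 54.7% for late-opening peaks, within the interval. Equal list sizes gave 23.5, 23.2, 23.5, 23.7, 32.4, 32.3, 33.8, 34.1 and 46.2%. Equal sizes by fold enrichment gave 25.9, 25.6, 24.9, 25.04, 34.2, 34.1, 34.5, 34.7 and 46.5%. The stronger part of each list above its median rank gave 28.1, 13.0, 21.1, 13.2, 35.7, 26.6, 32.1, 29.6 and 47.4%. The stronger part of the counted list against all peaks of the other gave 8.65, 3.19, 6.16, 2.68, 17.03, 10.9, 15.1, 12.2 and 20.96%. An IDR of at most 0.05 gave 31.9, 16.5, 26.2, 18.6, 36.6, 29.5, 33.1, 33.0 and 52.2%. An IDR of at most 0.01 gave 31.0, 13.2, 23.7, 15.5, 33.3, 30.2, 29.2, 34.7 and 48.0%. The lower shares of strong peaks against whole lists follow from leaving out the weak peaks that most often lack a counterpart. The cause of the other shifts was not tested.

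At an IDR of at most 0.01, the lists held 56178 (WT) and 44785 (mutant) peaks at 8 somites, and 53860 (WT) and 48270 (mutant) peaks at 36 hpf, fewer by construction. The genotype cross-product was 1.04 with equal list sizes, 1.35 with equal sizes by fold enrichment, 1.00 and 1.13 at an IDR of at most 0.05 and 0.01, 0.93 above the median rank, 0.850 and 0.928 with 40000 top-ranked peaks by −log10 p-value and by fold enrichment, and 0.970 with no other peak within 1 kb. Part of the rise under fold enrichment came from where the lists end: 362 of the 2189 regions in both mutant lists alone had a deposited peak in all 4 lists before the longer lists were shortened, against 72 of 1778 by −log10 p-value. The cause of the rest was not tested. The stage cross-product was 24.7 with equal list sizes, 21.7 with equal sizes by fold enrichment, 28.2 and 52.8 at an IDR of at most 0.05 and 0.01, 76.0 above the median rank, and 72.5 and 44.3 with 40000 top-ranked peaks by each measure. It rose as weak peaks were left out.

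The shares of strong peaks without a counterpart, in the order WT and mutant at 8 somites, WT and mutant at 36 hpf, were 0.30, 0.28, 0.33 and 0.15% for the 10000 strongest, 5.67, 4.35, 5.32 and 3.44% for the 40000 strongest, and 2.89, 1.49, 2.47 and 1.32% by fold enrichment. The WT share was the higher at both stages in each of these settings, but at 8 somites the 10000 strongest gave a ratio of 1.07 (0.640 to 1.79), within counting error of 1. The ratio at 36 hpf was 1.55 for the 40000 strongest, 1.88 by fold enrichment and 2.2 for the 10000 strongest. The last value rested on peaks private to the WT list, which were 24 of the 33 WT peaks without a counterpart. Of the 15 mutant peaks, 0 were private to their list. Strong peaks private to the WT list at 36 hpf, described among the other observations, numbered 24, with 70 among the 20000 strongest and 47 by fold enrichment.

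No paired analysis was possible because each list was made from both replicates of its group and carries no value per replicate. Leaving out each replicate in turn was not possible for the same reason, and duplicate libraries were not looked for. The alternatives for motif content and for the epidermal and neural gene lists were not run, since no genome or annotation of the GRCz10 build was used here. Read depth is unknown from the lists, so how far it limits the weaker peaks cannot be stated.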

Other observations

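The shares of unmatched and of late-opening peaks were fixed beforehand, but the tests of explanations in this part were chosen after the results were seen. So were the numbers of strongest peaks, the distances and the boundary on chromosome 4. These choices came out of several looks at the lists (rank deciles, windows along the genome, chromosomes and several rank limits). Each pattern is therefore treated as a hypothesis examined on the same data. Every pattern between genotypes is also open to differences between single lists, since each genotype had 1 list per stage, and the sequencing instrument of each library is not known.

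WT peaks without a mutant peak are consistent with peaks near the IDR threshold that drop in and out of the lists, since 87.0% of those at 8 somites ranked below the median of their list. A genotype effect that lowers signal modestly would also show first among weak peaks, so this does not separate these explanations. A genotype effect on presence in the list, shared by both stages, was argued against as the source of most of these peaks. With equal list sizes, 6848 of the 17975 WT-only peaks at 8 somites had a WT peak at 36 hpf, and of those 29.7% (28.7 to 30.8%) were absent in the mutant at 36 hpf. By fold enrichment this was 33.8%, and in the opposite direction it was 31.7% of mutant-only peaks by −log10 p-value and 32.0% by fold enrichment. A smaller shared effect stays open. Regions that differed in one direction at both stages exceeded those that differed in opposite directions by 78 (-91.9 to 248) by −log10 p-value, within counting error. By fold enrichment the excess was 633 (453 to 813), and part of it came from where the lists end. Of the 2189 regions in both mutant lists alone under that ranking, 362 had a deposited peak in all 4 lists. For the crossed pairs it was 11 of 1952 and 0 of 1943, and for both WT lists 0 of 2339. With the 40000 top-ranked peaks the excess was -104 (-203.1 to -4.95) by −log10 p-value and -60 (-171.8 to 51.8) by fold enrichment. In the simulated lists, 500 genotype-dependent regions gave a mean excess of 131 and 2000 gave 1003. As many as 500 such regions would thus not have been detectable by the first ranking. The simulated regions were removed completely from both mutant lists, so more regions of partly lowered signal could go undetected. An effect at one stage alone was not tested, and presence in a list does not measure the height of the signal, which is what the study compared at regions bound by p63.

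Strong WT peaks lacked a mutant counterpart more often than strong mutant peaks lacked a WT counterpart. A difference in list size was argued against, since the ratio was 1.47 (1.18 to 1.83) at 8 somites and 2.13 (1.66 to 2.74) at 36 hpf with lists of equal size, although the 10000 strongest peaks gave 1.07 (0.640 to 1.79) at 8 somites. Peaks on unplaced scaffolds and on chromosome 4 beyond 30 Mb were argued against as the source at 36 hpf, as the ratio without them was 2.28 (1.74 to 2.99). Peaks with no peak of any other list within 1 kb, described next, were 70 of the 192 WT and 5 of the 90 mutant peaks at 36 hpf. Among the 10000 strongest they were 24 of 33 and 0 of 15, so the WT surplus there rested on them. A requirement for p63 for presence in the list at both stages was argued against for most of the peaks at 8 somites. A requirement in part of the embryo was not excluded, since a region of whole embryos can stay listed through other cells or remaining signal. Of the 137 strong WT-only peaks of 8 somites that had a WT peak at 36 hpf, 29 (21.2%, 15.2 to 28.7%) were absent in the mutant at 36 hpf, and in the opposite direction it was 29 of 91 (31.9%, 23.2 to 42.0%). A requirement for p63 at one stage only and a lower signal-to-background ratio in the mutant libraries stay open, since the deposited values do not allow signal to be compared between lists.

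Strong peaks with no peak of any other list within 1 kb were most numerous in the WT list at 36 hpf. Among the 10000 strongest peaks of each list there were 24 of them, against 6 in the WT list and 5 in the mutant list at 8 somites. In the mutant list at 36 hpf there were 0, which allows up to 3 by counting. The size of the other lists was argued against, since these 24 were counted with lists of equal size, and whole lists left 23. A peak carried by 1 of the 2 WT replicates is made less likely by how the lists were made, as IDR removes peaks that rank differently between replicates. Every listed peak had passed this filter, and 9956 of the 10000 strongest were at the maximum −log10 IDR of 5. The IDR was therefore no separate test of these 24. Those of the 24 below the maximum had values of 4.6, 4.77 and 4.8. They lay on unplaced scaffolds or on chromosome 4 beyond 30 Mb. Values below the maximum were thus more frequent among the 24 than among the 10000 strongest. Of the 24, 7 lay on unplaced scaffolds or on chromosome 4 beyond 30 Mb, where 10000 random sets of peaks of matching ranks held 0.666 on average and 6 at most. These 7 are consistent with poorly assembled or repeated sequence that differed between the fish used. The other 17 held 7 pairs within 100 kb of each other, against a mean of 0.0315 and a maximum of 3 in the random sets, and 4 of them lay within chr22:7592465-7698506. Such clustering would arise from repeated or polymorphic sequence as well as from activity of single loci in these embryos, and these cannot be told apart without the genome sequence and the reads. This stretch of chromosome 22 was singled out after its values were seen.

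Most of the late-opening WT peaks of the strongest decile that were absent in the mutant were private peaks of this kind, 21 of 24. By definition, all 24 had no WT peak at 8 somites and no mutant peak at the later stage. Being private added little more than the lack of a mutant peak at 8 somites and the distance of 1 kb. A requirement for p63 in late opening would also give such peaks, so this overlap does not separate it from repeated or polymorphic sequence. Over all ranks, late-opening WT peaks were absent in the mutant more often than peaks already open. A requirement for p63 specific to late-opening regions was argued against as the whole cause, because mutant peaks that opened late were also absent in WT more often, with an odds ratio of 1.83 (1.75 to 1.91) in a direction that a requirement for p63 in opening would not give. This argument holds only if the loss of p63 opens few late regions of its own, which was not tested. The odds ratio of the WT direction was higher, at 2.37 (2.28 to 2.46), and this surplus stays open. At 8 somites the order of both directions was opposite for peaks that closed (2.21 in WT and 2.76 in the mutant), so a surplus of this size also occurs in the direction that a p63 requirement would not give.

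Among strong regions (within the 20000 strongest peaks of both lists concerned, with no peak of the remaining lists within 1 kb), 8 were found in both mutant lists and 3 in both WT lists, next to 3 and 2 for the crossed pairs. The 8 regions formed 7 loci, as a pair on chromosome 2 lay side by side (chr2:45587080-45587387 and chr2:45587837-45588080). A single haplotype linked to the *tp63* mutation was argued against as the whole cause, since they lay on 6 chromosomes. Peaks that differ between libraries for reasons other than genotype stay open. Counted as loci, the one-sided exact binomial p against the crossed pairs was 0.0664. Counted as regions, which was done first, it was 0.0347, and the count was changed to loci because adjacent regions are not independent. With the 40000 strongest peaks the pattern was gone, at 34 regions in both mutant lists and 53 in both WT lists against 51 and 39 for the crossed pairs. The highest-ranked of the 8 at 8 somites lay at chr5:52581385-52581736 and had a fold enrichment of 20.3 at 8 somites and 14.5 at 36 hpf. These regions were chosen after their values were seen. Homozygous mutants can carry linked or family-specific sequence at several places, and no biological explanation for them was tested.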
